A study of Mus musculus with 18 samples. Its data were reported in "Decoupling the impact of microRNAs on translational repression versus RNA degradation in embryonic stem cells" (2018).

How the data were processed

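Polysome profiling was carried out in 2 mouse embryonic stem cell (ESC) genotypes, wild type (WT) and Dgcr8 knockout (KO). DGCR8 is a protein that the cell needs to process primary microRNA transcripts, so Dgcr8 KO ESCs lack canonical microRNAs. Cells were treated with 100 ug/ml cycloheximide for 2 minutes, which holds ribosomes on messages, and lysates were separated on sucrose gradients from 10 to 50%. Each of the 6 gradients, 3 per genotype, was collected as a monosome fraction (1 ribosome per message), a low polysome fraction (2 to 4 ribosomes) and a high polysome fraction (4 or more ribosomes). RNA of each fraction was sequenced with QuantSeq, a method that reads the 3′ ends of polyadenylated transcripts, which gave 18 libraries in 6 groups of 3.

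The deposited values are raw counts of reads per gene, which the authors made as follows. Adapters and poly(A) stretches were trimmed with Cutadapt, reads were aligned to mm10 with STAR and kept only if they aligned to a single locus, and strand-specific counts over the exons of the GENCODE M14 basic annotation were made with featureCounts 1.5.3. Ribosomal RNA genes were removed from that annotation and the ERCC spike-in sequences were added to it. No step on molecular identifiers was stated, so PCR copies are counted as reads. The deposited table also holds a gene length, the exonic bases that the authors' annotation gives each gene, which was used only as an annotation and not to normalise counts. Every count column matched 1 library.

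These choices bear on the measurements. Reads that align to more than 1 place were dropped and reads that overlap more than 1 gene were not counted, so the counts of genes with near-identical copies, among them ribosomal protein genes with processed pseudogenes, histone genes and globin genes, are uncertain, as are those of overlapping genes on the same strand. Reads at 3′ ends give a count that does not grow with transcript length. A deletion outside the 3′ end of a gene can leave its 3′ reads in place. Counting was strand-specific, so antisense genes were kept apart.

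The table held 51467 genes besides 92 spike-in entries, which were left out of library sizes and tests. Their share of the reads was 0.00052 to 0.00215% per library. Gene symbols, biotypes and transcript features were taken from GENCODE M21, which is on the same genome build (GRCm38), and 51274 genes had a match there. Each gene was represented by its APPRIS principal transcript where tagged and otherwise by the protein-coding transcript with the longest coding sequence (CDS). Coordinates are 1-based on GRCm38. Library totals were 1151649 to 4984833 counts. In the smallest of these libraries, of WT monosomes, 3 counts, used below as the floor, correspond to about 2.65 CPM. Levels in CPM are counts relative to the library's total over the genes tested, multiplied by its TMM factor, whereas the filters on CPM used the plain totals. A fold change against a group whose libraries all held 3 counts or fewer is given as a lower bound.

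Genes with 3 CPM or more in at least 3 libraries were tested, which left 12851 genes. Counts were scaled with TMM factors and fitted with limma-voom (limma 3.58.1 in R 4.3.3), with 1 mean for each of the 6 groups and no block. The translation level of a gene was its high polysome to monosome ratio, and its change was the interaction of genotype and fraction. The same fit gave the corresponding changes of the low polysome to monosome and high to low polysome ratios, KO against WT within each fraction, and the translation level within each genotype. Tests were two-sided with Benjamini-Hochberg adjustment over all genes tested. A gene was called at an adjusted p under 0.05 and an absolute log2 fold change over 1. The use of limma, the interaction term and the CPM filter follow the study's methods. The adjusted p and fold thresholds are those that the study gave for another comparison, of ESCs with epiblast-like cells, and were applied here to these data. The voom weights and TMM scaling are choices made here. All p-values called adjusted below come from limma unless another tool is named. Values per gradient are log2 ratios of TMM-scaled CPM with a prior count of 2.

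The assignment of libraries, the main tests, the gene lists, the rule for the genes named and the alternative settings were fixed before the data were examined, except where a test or setting is said to have been chosen later. Dgcr8 and Ddx6, the gene knocked out in other samples of the study that are not analysed here, are always named. For the change in translation level, the genes named are the 5 higher and 5 lower ones with the largest absolute log2 change among those called, with a mean count of 50 or more over the 12 high polysome and monosome libraries, a symbol, and all 3 KO gradients beyond all 3 WT gradients. For KO against WT, they are the 5 higher and 5 lower genes with the largest mean absolute log2 change among those called in the same direction in all 3 fractions, with a mean count of 50 or more over the 18 libraries and a symbol.

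Targets of the ESCC microRNAs (ESC-enriched cell cycle regulating microRNAs, the miR-290 and miR-302 families) were defined by sequence. A gene was a target if the 3′ UTR of its transcript held AGCACTT, the 7-base match to the seed region that these microRNAs share, with or without a following A (the 8mer). The target predictions that the study used were not used here. Targets were compared with all other protein-coding genes by the Mann-Whitney test across genes. Since genes are not replicates, limma's fry and camera, the difference per gradient with an exact permutation test, and 10000 random lists matched on mean expression were added. In an alternative, each target was paired with a gene without a site of similar 3′ UTR length, CDS length and expression, and 20 shuffled sequences of the same base composition served as control sites. The 6 preset lists were 10 published ESCC targets, 16 pluripotency genes, 12 transcripts that the study assayed singly, 74 cytosolic ribosomal protein genes, 68 replication-dependent histone genes and 35 mitochondrially encoded transcripts.

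The 3 fractions came from each gradient according to the labels, so libraries of 1 genotype with the same number are paired. Over genes, deviations from the group means correlated between such libraries with a median r of 0.146 (0.037 to 0.277 over 18 pairs), against -0.07 for different numbers. The scheme was tested on simulated counts of 12851 genes drawn from the observed means and library sizes, of which 200 changed by 2 on the log2 scale. limma-voom recovered 154 of them (77%) with 13 false calls (7.8% of its calls), and edgeR 4.0.16 and DESeq2 1.42.0 recovered 157 and 155 with 4 false calls each.

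Alternatives were edgeR's quasi-likelihood test, DESeq2, DESeq2 size factors, upper-quartile scaling or total counts in the limma fit, all 25635 genes with at least 1 count, a stricter filter (9800 genes with 10 CPM or more in every library of a group), the adjusted p alone, a replicate block, sample quality weights, fits of only the libraries compared, and fits that each left out 1 gradient. Summaries and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.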

Results

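The data are counts of 3′ end reads from polysome gradients of WT and Dgcr8 KO ESCs. For each genotype, 3 gradients were separated into monosome, low polysome and high polysome fractions, which makes 6 groups of 3 libraries. Totals ranged from 1151649 to 4984833 counts per library. The monosome libraries were the smallest in both genotypes, with 1151649 to 1578231 counts in WT and 1707918 to 2436888 in Dgcr8 KO cells. The WT low polysome libraries held 2847570 to 3521636 counts and the WT high polysome libraries 2495249 to 3063940. In Dgcr8 KO cells, these fractions held 3089222 to 3840124 and 3352066 to 4984833 counts. Of 12851 genes tested, 11766 were protein-coding and 494 were long noncoding RNAs (lncRNAs).

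To check the genotypes, reads of the targeted gene were examined first. Dgcr8 (ENSMUSG00000022718, chromosome 16, 18253948 to 18289249, minus strand, protein-coding) kept 38 to 183 reads in each KO library. Its level in WT cells was 74.8 ± 5.75 CPM in monosome, 62.8 ± 9.65 CPM in low polysome and 27.7 ± 1.76 CPM in high polysome fractions (mean ± SD, n = 3). In KO cells it was 50.2 ± 2.58, 46.6 ± 10.6 and 15.4 ± 7.17 CPM in the same order (n = 3). In limma, the log2 change was -0.56 in monosome (SE 0.19, adjusted p = 0.0185), -0.46 in low polysome (SE 0.17, adjusted p = 0.0223) and -1.01 in high polysome fractions (SE 0.23, adjusted p = 2.76e-04). Reads of Dgcr8 were thus lower on average in each fraction of the libraries labelled KO, without being lost. The high polysome change moved most without KO replicate 3, to -0.588, which is under the fold threshold. The Dgcr8 translation level did not differ detectably (log2 change -0.45, SE 0.30, adjusted p = 0.284). Its log2 change ranged from -0.8 to -0.013 over the fits that each left out 1 gradient. Primary microRNA transcripts and their hosts gave a second description. Of 17 such genes tested, 4 were called higher in KO cells and 4 lower in monosomes, 4 higher and 1 lower in low polysomes, and 4 higher and 2 lower in high polysomes. Mir294, Mir295, Mir17hg and Mir29a were the higher ones in each fraction, while the genes called lower were not the same in each. In monosomes the log2 changes of Mir294, Mir295 and Mir17hg were 3.73, 2.66 and 2.84. That of Mir29a is only bounded, since WT libraries held 1 read of it or fewer. Mir290a and Mir293 were called in no fraction. Ddx6 (ENSMUSG00000032097, chromosome 9, 44604892 to 44640731, plus strand, protein-coding) showed no detectable change in translation level (log2 change -0.08, SE 0.16, adjusted p = 0.76), with 184 ± 9.34 CPM in WT and 173 ± 12.1 CPM in KO monosomes and 234 ± 11.2 and 209 ± 12.2 CPM in high polysomes (n = 3).

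Replicates were more alike than groups. Across genes, Spearman's rho of log2 CPM was 0.969 to 0.987 between libraries of 1 group (median 0.984, 18 pairs). Between genotypes in the same fraction it was 0.89 to 0.913 (median 0.903, 27 pairs). No pair of libraries was alike within sampling noise, since the chi-square per gene within groups was 1.92 to 7.32.

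The first question was which transcripts change in translation level when microRNAs are lost. Of 12851 genes, 1940 changed in their high polysome to monosome ratio, 808 higher and 1132 lower in KO cells. For 70 of these, all libraries of at least 1 group held 3 counts or fewer, so that the size of the change is only bounded. The alternative that moved the count most was the adjusted p without a fold threshold, which gave 3621 genes. With edgeR 1988 genes were called, of which 1876 were shared. The balance of directions rests on the scaling: with total counts in place of TMM factors, the median of all genes shifted by -0.329 (log2) and 282 genes were higher against 2070 lower. Changes are therefore relative to the TMM scale. Under total counts the median shift of the other comparisons was -0.13 for the low polysome to monosome ratio, -0.198 for the high to low polysome ratio, 0.105 for KO against WT in monosomes, -0.025 for it in low and -0.224 in high polysomes, and 0.08 for the WT and -0.249 for the KO translation level.

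Along the gradient, 647 genes changed in their low polysome to monosome ratio, 158 higher and 489 lower, and 666 changed in their high to low polysome ratio, 294 higher and 372 lower. Total counts gave 81 higher and 697 lower for the former and 122 higher and 844 lower for the latter. Without WT replicate 2, the low polysome to monosome ratio gave 75 higher and 571 lower. The high to low polysome ratio gave 459 higher and 350 lower without KO replicate 2 and 296 and 259 without WT replicate 2, so its balance rests on single gradients. It also turned with DESeq2 (300 and 275) and with DESeq2 size factors (342 and 318).

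Among named genes with a higher translation level in KO cells, Gramd1b (ENSMUSG00000040111, chromosome 9, 40293233 to 40531383) changed by 2.16 (log2, SE 0.29, adjusted p = 3.96e-07). It rose from 31.1 ± 8.02 to 165 ± 46.3 CPM in high polysomes, against 55.4 ± 7.86 and 66.6 ± 11.4 CPM in monosomes (n = 3). Atg2a (ENSMUSG00000024773, chromosome 19, 6241668 to 6262335) changed by 2.06 (SE 0.26, adjusted p = 1.24e-07), from 26.5 ± 4.83 to 139 ± 29.8 CPM in high polysomes. The other 3 were H19, Bahd1 and Tap1, with changes of 2.60, 2.12 and 2.08. H19 (ENSMUSG00000000031, chromosome 7, 142575558 to 142578120), a lincRNA, had the largest change of the named genes on the higher side but the least certain one (SE 0.85, adjusted p = 0.0179). It held 263 ± 28.9 CPM in WT and 9.83 ± 3.47 CPM in KO monosomes (n = 3). In high polysomes it fell as well, from 40.5 ± 2.4 to 9.05 ± 1.84 CPM, so its ratio rose because monosome reads fell further. Its adjusted p rose to 0.0536 without WT replicate 2, to 0.0914 without KO replicate 2 and to 0.122 without KO replicate 3, and 1 of the 3 KO low polysome libraries held 502 reads of it where the other two held 13 and 24.

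Among genes with a lower translation level, Pmaip1 (ENSMUSG00000024521, chromosome 18, 66458604 to 66465550) changed by -2.83 (log2, SE 0.48, adjusted p = 1.66e-05). Its reads rose in each fraction, from 4.63 ± 1.22 to 68.5 ± 3.0 CPM in monosomes and from 19.6 ± 1.87 to 40.5 ± 12.6 CPM in high polysomes (n = 3). Arfip2 (ENSMUSG00000030881, chromosome 7, 105634203 to 105640416) changed by -2.69 (SE 0.37, adjusted p = 5.82e-07), from 22 ± 0.501 to 5.14 ± 2.06 CPM in high polysomes, with 39.8 ± 13.1 and 57.4 ± 13.8 CPM in monosomes (n = 3). The other 3 were Coq10a and the histone genes Hist1h4d and Hist1h1d, with changes of -2.60, -2.36 and -2.36. Counts of histone genes are uncertain because their near-identical copies share reads.

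The second question was how transcript levels differ between the genotypes within each fraction. In monosomes 2320 genes were called, 1083 higher and 1237 lower in KO cells. In low polysomes 3216 were called, 1462 higher and 1754 lower, and in high polysomes 4249, 1946 higher and 2303 lower. Groups with 3 counts or fewer in all libraries accounted for 300, 257 and 379 of these calls. Without the fold threshold the counts moved most, to 4797, 6716 and 7802. In high polysomes, total counts gave 1426 higher and 3114 lower. In monosomes the balance turned to 1274 higher and 1061 lower with total counts, to 1169 and 987 without KO replicate 2 and to 1059 and 1024 without WT replicate 2. It was 853 and 830 with the stricter filter and 1136 and 1114 when only the libraries compared were fitted. Of 5624 genes called in at least 1 fraction, 705 were higher and 571 lower in all 3, and 5 were called in opposite directions. Across genes, which are not independent replicates, Spearman's rho of the KO to WT change was 0.722 between monosomes and low polysomes, 0.621 between monosomes and high polysomes and 0.794 between low and high polysomes.

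Of the named genes higher in all 3 fractions, Casq2 (ENSMUSG00000027861, chromosome 3, 102086415 to 102146514) had the largest mean log2 change over the fractions, though not the largest in monosomes. It was at least 9.93-fold higher in KO monosomes and at least 49.3-fold higher in KO low polysomes, and its log2 change in high polysomes was 6.88 (SE 0.49, adjusted p = 2.8e-15), where it reached 180 ± 39.2 CPM (n = 3). Adgrg5 and Anxa3 were at least 11.4-fold and 14-fold higher in KO monosomes. In high polysomes, the log2 changes of Adgrg5, Anxa3, Foxd1 and Adam23 were 6.43, 4.21, 4.94 and 4.46. Over the fits without 1 gradient, Adgrg5 (5.484 to 7.284) and Foxd1 (3.758 to 5.729) varied most among them. Of the genes lower in all 3, Chac1 (ENSMUSG00000027313, chromosome 2, 119351229 to 119354381) changed by -6.52 in monosomes, -4.83 in low and -5.27 in high polysomes, from 64.3 ± 4.24 to 1.68 ± 1.07 CPM in the last (n = 3). In high polysomes the log2 changes of Rhox5, Lin28a, Nupr1 and 1500009L16Rik were -5.64, -4.91, -4.36 and -3.77. The low polysome level of Lin28a in KO cells, 5.87 ± 7.69 CPM (n = 3), rests on replicate 1, which held 48 reads of it where replicates 2 and 3 held 4 and 6.

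Translation levels within each genotype were compared next. In WT cells, 3862 genes were called between high polysomes and monosomes, 1377 on the high polysome side and 2485 on the monosome side. In KO cells 5520 were called, 2243 and 3277, or 1551 and 3932 with total counts. Groups with 3 counts or fewer in all libraries accounted for 361 and 472 of these calls. The WT count moved most, to 6958, when all 25635 genes with a count were tested. The interquartile range of the translation level was 2.7-fold in WT and 3.63-fold in KO cells, and the span from the 1st to the 99th percentile was 59.7-fold and 82.6-fold. Spearman's rho between WT and KO translation levels was 0.752 across genes, and 0.624 over all genes with a count. Single gradients of different genotypes gave 0.629 to 0.708 (9 pairs), below the 0.762 to 0.872 between gradients of 1 genotype (6 pairs).

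The 494 lncRNAs had lower translation levels than protein-coding genes in WT cells, with a difference of medians of -2.48 (log2, Mann-Whitney p = 2.9e-207 across genes, 8.7e-207 after adjustment over 3 comparisons, n = 494 and 11766 genes). The difference was -2.04 against protein-coding genes matched on expression. It moved most, to -0.81, when all genes with a count were included. In single gradients it was -1.964 ± 0.001 in WT and -2.079 ± 0.026 in KO cells (n = 3, exact permutation p = 0.1, the smallest possible with 3 against 3). The change between genotypes had a difference of medians of -0.26 (Mann-Whitney p = 2.43e-06, also after adjustment, n = 494 and 11766 genes).

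The relation of translation level to transcript features was examined over 6 features. In WT cells, Spearman's rho across protein-coding genes ranged from -0.116 for the GC content of the CDS to 0.097 for 3′ UTR length. The change in KO cells rose with CDS length, with a rho of 0.558 (11763 genes), while the other 5 features gave -0.003 to 0.082. The stricter expression filter moved the value for CDS length most, to 0.618. Genes are not independent replicates, so single gradients were compared: rho between CDS length and the high polysome to monosome ratio was 0.072 to 0.12 in the 3 WT gradients and 0.387 to 0.485 in the 3 KO gradients (exact permutation p = 0.1, the smallest possible). The median change rose with each decile of CDS length, from -0.94 in the shortest to 0.62 in the longest, on the TMM scale. The shortest decile held 4 genes called higher and 460 called lower, and the longest 216 and 4. By fraction, rho between CDS length and the KO to WT change was 0.054 in monosomes, 0.253 in low and 0.472 in high polysomes.

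**Figure D1:**
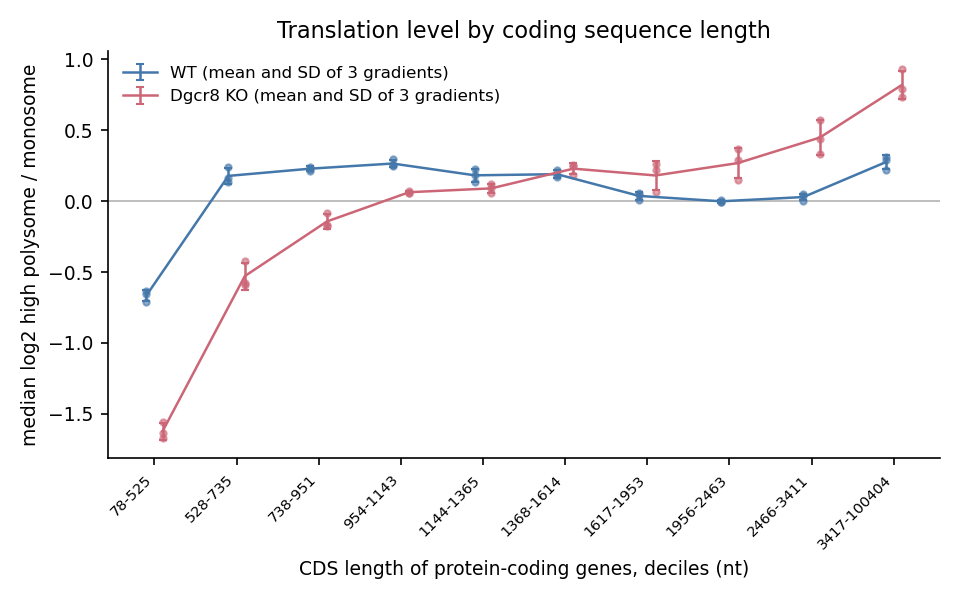
The plot shows the median log2 ratio of high polysome to monosome CPM (y axis) for protein-coding genes in deciles of CDS length in nt (x axis), with points for single gradients and lines and bars for the mean and SD of the 3 gradients of each genotype. In the shortest decile the WT mean was -0.667 and the KO mean -1.621, and in the longest decile they were 0.273 and 0.818.

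The study asked whether targets of the ESCC microRNAs change in translation level. Genes with a site in their 3′ UTR (1890) were compared with the other 9876 protein-coding genes. Their median change in translation level was 0.14 higher (log2, Mann-Whitney p = 2e-16 across genes, n = 1890 and 9876 genes), and 0.24 higher for the 392 genes with an 8mer. The difference exceeded that of each of 10000 random lists matched on expression. In the set tests, which allow for the replicates, the p-value was 0.00778 with fry, 0.0526 with camera and 0.0614 with camera at an estimated correlation. For the 8mer genes these p-values were 1.06e-04, 0.0026 and 0.0218. Per gradient, genes with a site lay -0.064 ± 0.016 from the others in WT and 0.101 ± 0.029 in KO cells (log2 high polysome to monosome, mean ± SD, n = 3, exact permutation p = 0.1). Within fractions, genes with a site were higher in KO cells by 0.15 in monosomes, 0.22 in low polysomes and 0.35 in high polysomes (Mann-Whitney p = 2.77e-18, 4.86e-34 and 3.76e-36, n = 1890 and 9876 genes). In these comparisons camera gave 0.0305, 0.0023 and 0.00309. Of the 20 control sites compared in the same way, without matching, 19, 20 and 19 were also higher at Mann-Whitney p under 0.05. Their differences reached 0.109, 0.192 and 0.229. For translation level 13 were higher at that threshold, and the highest difference was 0.111. None was as large as that of the ESCC site, but a small Mann-Whitney p-value is not specific to it. Adjusted over the 4 comparisons, the Mann-Whitney p-values were 2e-16, 3.69e-18, 9.72e-34 and 1.5e-35, those of camera 0.0526, 0.0407, 0.00618 and 0.00618, and those of fry 0.00778, 1.12e-04, 3.04e-08 and 3.03e-08, with translation level first and the fractions in order. At an estimated correlation the adjusted values were 0.0614, 0.0535, 0.0174 and 0.0174, so that monosomes were not called there. Genes with a site had longer 3′ UTRs, with a median of 2411.5 nt against 828 nt. Against genes matched on 3′ UTR length, CDS length and expression, the differences were 0.074 for translation level and 0.078, 0.093 and 0.205 in monosomes, low and high polysomes. The translation level difference moved most with 8mer sites alone (0.24, above). Removing the trend on CDS length, a setting chosen after seeing the data, lowered it to 0.062.

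**Figure D2:**
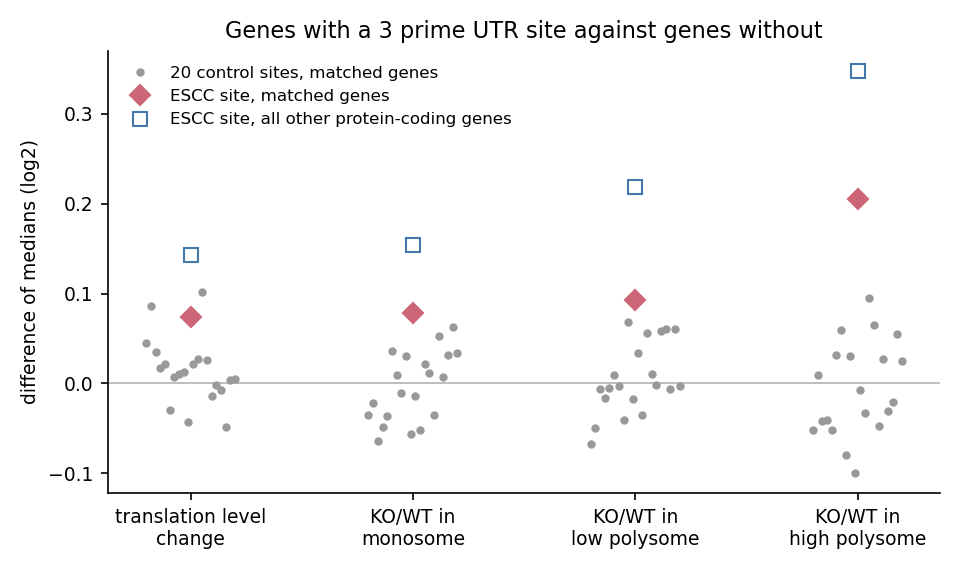
The y axis gives the difference of median log2 change between genes with a 3′ UTR site and genes without, for translation level and for KO against WT in each fraction (x axis). Open squares compare ESCC site genes with all other protein-coding genes, diamonds compare them with matched genes, and grey points are 20 control sites with matched genes. In high polysomes the matched ESCC value of 0.205 lies above the highest control site at 0.095, while for translation level 2 of the 20 control sites lie above 0.074.

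Over the 6 preset lists, set tests of the change in translation level were adjusted across the lists. Replication-dependent histones (32 genes tested) had a median log2 change of -1.67 (camera adjusted p = 1.58e-07), and all 32 were lower as fitted. With the 5 genes whose counts were at the floor set to their bound, of which 2 gave no fold, the median was -1.64 and 29 of 30 were lower. Among histones, 20 genes were called when adjusted over the list alone and 16 over all genes tested. In single gradients the median of the list was 0.358 ± 0.431 in WT and -1.21 ± 0.106 in KO cells (n = 3). Mitochondrially encoded transcripts (12 genes tested) had a median of 0.71 (camera adjusted p = 0.0261), or 0.77 with 2 genes at their bound, and 9 of 12 were higher as fitted. Of the 12, 7 were protein-coding and 5 were tRNA genes. For this list 0 genes were called when adjusted over the list alone and 0 over all genes tested, with 7 at an unadjusted p under 0.05. The fold threshold left none, since the highest log2 change was 0.93, while 7 genes had an adjusted p under 0.05 over the list alone and 5 over all genes. In monosomes the median KO to WT change of this list was -0.42 and 11 of 12 genes were lower, and it was -0.32 with total counts. The histone call held under fry (adjusted p = 4.67e-04) but not at an estimated correlation (0.222). The mitochondrial call held under neither (0.0597 and 0.343), except that fry gave an adjusted p of 0.00688 in the fit with the gradient as a block. Both directions held under each scaling, and total counts moved the medians most among scalings, to -1.99 and 0.38. Of all alternatives, removing the trend on CDS length, chosen after seeing the data, moved the histone median most, to -0.715.

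The other 4 lists were not called by camera. Published ESCC targets, 9 of 10 with a site, had a median of 0.57 (camera adjusted p = 0.162, fry 4.67e-04, estimated correlation 0.277), which was 0.361 without WT replicate 1, 0.24 with total counts and 0.141 with the trend on CDS length removed (a setting chosen after seeing the data), and 1 gene was called both when adjusted over the list alone and over all genes. Their median KO to WT change was 0.80 in monosomes, 1.19 in low and 1.24 in high polysomes. Pluripotency genes had a median of -0.30 (camera adjusted p = 0.167, fry 4.67e-04, estimated correlation 0.277), with 3 genes called when adjusted over the list alone and 3 over all genes. Their median was -0.626 with total counts and -0.164 with the trend on CDS length removed (chosen after seeing the data). Transcripts that the study assayed singly (11 of 12 tested) had a median of 0.22 (camera adjusted p = 0.781), which turned to -0.105 with total counts, -0.027 without WT replicate 2, -0.018 without WT replicate 3 and -0.068 without KO replicate 3. In that list 1 gene was called when adjusted over the list alone and 1 over all genes. Cytosolic ribosomal proteins (72 of 74 tested) had a median of 0.12 (camera adjusted p = 0.148, fry 0.298, estimated correlation 0.66), or 0.095 with 1 gene without a fold left out. This direction turned to -0.212 with total counts. With the trend on CDS length removed, which was chosen after seeing the data, the median was 0.99, and 62 genes were higher and 10 lower. Without WT replicate 1 the median was 0.242 and without KO replicate 3 it was 0.186, with camera adjusted p-values of 0.0222 and 0.0101, and without WT replicate 3 it was 0.003. In this list 11 genes were called when adjusted over the list alone and 11 over all genes. Within fractions, ribosomal protein transcripts were lower in KO cells under each scaling, by a median of -1.18 in monosomes, -0.74 in low and -1.12 in high polysomes. Their counts are uncertain because processed pseudogenes share their reads.

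**Figure D3:**
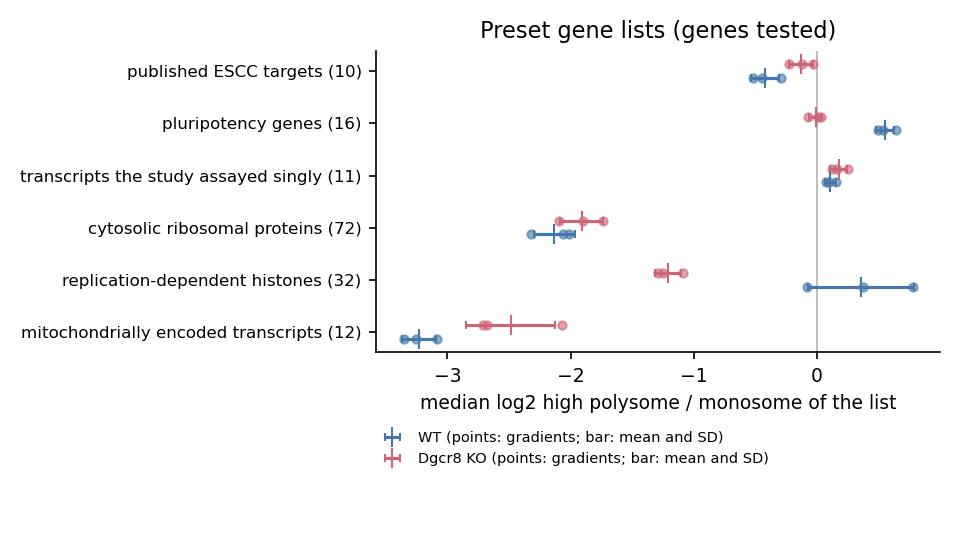
For each preset list (y axis, with the number of genes tested) the plot gives the median log2 ratio of high polysome to monosome CPM (x axis), with points for single gradients and a bar for the mean and SD of the 3 gradients of each genotype. The histone gradients are separate, from -0.078 to 0.783 in WT and from -1.293 to -1.091 in KO cells. The ribosomal protein gradients overlap, and the direction of their change turns with total counts, as does that of the transcripts assayed singly.

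Medians of the KO to WT change by chromosome were compared after the data had been seen. Chromosome 8 (709 genes tested) had the lowest medians of the chromosomes with 100 genes or more, with a log2 change of -0.30 in monosomes, -0.28 in low and -0.41 in high polysomes. The others of these had medians of -0.126 to 0.03, -0.101 to 0.148 and -0.27 to 0.045. In each fraction all 3 KO libraries lay below all 3 WT libraries in the median level of chromosome 8 genes relative to the other genes. Translation level on chromosome 8 changed by a median of -0.026.

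**Figure D4:**
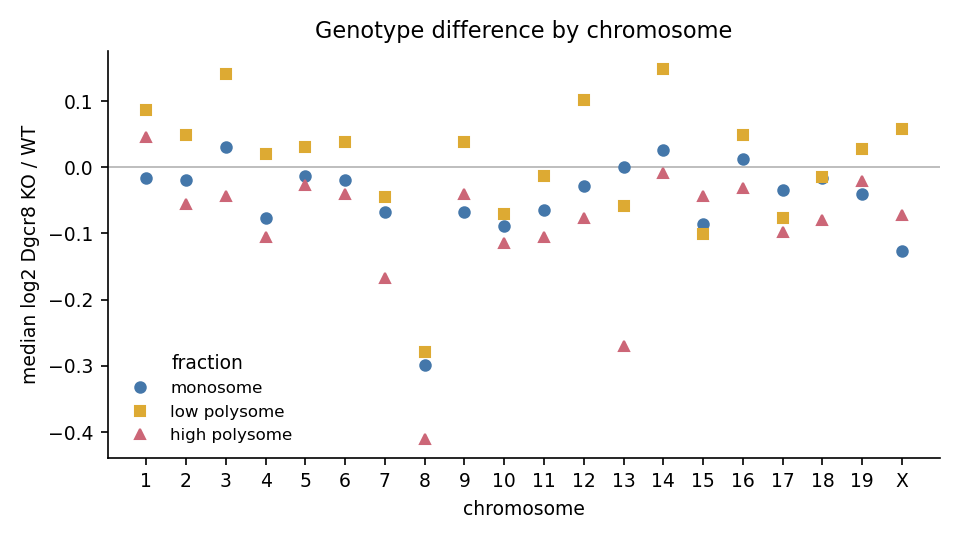
Points give the median log2 ratio of Dgcr8 KO to WT (y axis) over the genes of each chromosome with 100 or more genes tested (x axis), separately for the monosome, low polysome and high polysome fractions. Of these, chromosome 8 lies lowest in each fraction, at -0.298, -0.279 and -0.411.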

Values the study reported

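The list of predicted conserved targets of the ESCC microRNA family used in the study held 765 genes.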

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

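The tests of untranslated region length, GC content, single gradients and fraction positions, both tests of histones, those of mitochondrial transcripts and spike-in sequences, and the counts over other splits of the samples were chosen only after the result was seen. The test of library depth was chosen before it.

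The ratio of high polysome to monosome reads differed between the genotypes for 1940 genes by the interaction term, and this change rose with CDS length (rho 0.558 across genes). Several technical explanations are argued against. After thinning each library to 1151649 counts, the smallest total, rho was 0.513, which speaks against depth. At a given CDS length, the partial rho of 3′ UTR length was 0.007, where RNA length as such would have given 3′ UTR length a part. This value cannot decide on breakage, since breaks within the CDS would follow CDS length, so breakage stays open. With GC content of the CDS and both untranslated regions held fixed, rho was 0.561. The lowest KO gradient lay 0.267 above the highest WT gradient in its own rho, so no single gradient carried the relation. What also stays open is a difference in where the low and high polysome fractions were separated. Short coding sequences hold few ribosomes, so a boundary placed further down the gradient in KO cells could lower their high polysome reads and raise those of long ones. Such a boundary alone would move reads of short messages from high into low polysomes. In the shortest decile of CDS length, however, the median KO to WT change was -0.845 in low polysomes, and it was -0.741 for the low polysome to monosome ratio and -0.258 for the high to low polysome ratio. These values argue against this boundary as the whole cause in that decile, although counts are relative and do not exclude dilution by longer messages. A shift of the boundary between monosomes and low polysomes as well stays open. In the next decile the same values were -0.224, -0.23 and -0.45, with most of the change between low and high polysomes. Ribosomal protein transcripts changed by a median of 0.118 and genes matched on CDS length and WT translation level by -0.309, a gap of 0.427, so that not all short messages moved alike. The matching did not cover how messages are spread along the gradient. The gap therefore cannot decide on position for these 72 transcripts and leaves it open for the rest. Collection positions and absorbance traces were not used here, so that collection position and genotype cannot be told apart for the trend. The trend accounts for 29.6% of the variance of the change over protein-coding genes. With it removed, 730 protein-coding genes were called instead of 1864, 516 of them shared. A biological difference between the genotypes, in initiation or in ribosome supply, was not tested.

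Other splits of the samples were counted for all 8 comparisons. For each comparison 1 of the 10 splits of 3 against 3, the real one, gave as many genes. The other 9 splits gave 0 calls in each comparison. These splits mix genotypes within a group, or fractions for the translation level. A real difference thus widens the spread within groups and keeps calls few, so they are no baseline for chance. At an unadjusted p under 0.05 they gave 77 to 241 genes for the change in translation level, 59 to 102 for the low polysome to monosome ratio and 51 to 143 for the high to low polysome ratio. For KO against WT they gave 83 to 195 in monosomes, 86 to 227 in low and 79 to 367 in high polysomes, and for the translation level 431 to 746 in WT and 184 to 1090 in KO cells. With 10 splits the share cannot fall under 0.1, so these counts cannot exclude chance by themselves.

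Replication-dependent histones changed in translation level by a median of -1.669, and the genotypes differed in the interaction: all 3 WT gradients lay above all 3 KO gradients. Short coding sequences do not account for the size of this change, since 0 of 10000 lists of genes matched on CDS length had a median as low (lowest -1.484, median -0.956). Part of it goes with length all the same, as the median was -0.715 once the trend was removed. The libraries read polyadenylated ends, and most histone messages of this class lack a poly(A) tail, so the counts cover a minor form. A loss of that form alike in all fractions would cancel in the ratio, so by itself it could not give this change. The median KO to WT change was 0.04 in monosomes (17 genes higher, 15 lower, -0.07 with genes at their bound), -0.875 in low and -1.706 in high polysomes. Over the 9 pairs of single KO and WT libraries it was -0.248 to 0.569 in monosomes and -1.665 to -1.174 in high polysomes, and the summed CPM of the list changed by -0.502 to 0.234 and -2.502 to -1.717 (log2). These values place the fall in the polysome fractions. They restate the lower ratio and are no separate test of such a loss. A shift of polyadenylated histone messages between fractions, reads shared between copies, and a different cell cycle distribution of KO cells were not tested and stay open. At an estimated correlation between genes the list was not called (adjusted p = 0.222).

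Mitochondrially encoded transcripts changed in the ratio by a median of 0.708, with all 3 KO gradients above all 3 WT gradients. Of the 12 genes tested, 7 were protein-coding, with a median of 0.79, and 5 were tRNA genes. Mitochondrial messages are not translated by cytosolic ribosomes, so their place in the gradient may reflect carry-over between fractions or mitochondrial ribosomes. The median of the whole list was still 0.598 in the lowest of the fits without 1 KO gradient, which argues against carry-over in a single gradient. Carry-over that differed between the genotypes in all gradients stays open. More of the higher ratio came from monosomes, where the median change was -0.425 (-0.32 under total counts) and 11 of 12 were lower, than from high polysomes. The high polysome change of these transcripts was 0.165, which turned to -0.058 under total counts, and the list was not called by fry (adjusted p = 0.0597) unless the gradient entered as a block (0.00688). No biological explanation was tested.

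Spike-in sequences received reads although none of the comparisons uses them: 455 over the 18 libraries, with 13 to 56 per library, above the 3 counts that a count of 0 allows. Of these, 213 (46.8%) fell on 1 sequence, and 45 of the 92 sequences had at least 1 read. Reads of other origin would gather on a few sequences and added spike-in would spread by concentration. The share on 1 sequence fits either, since spike-in mixes are themselves uneven, so these sources cannot be told apart for the spike-in reads. Such numbers are too few to scale libraries by. No biological explanation was tested.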

How the results depend on the processing

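The removal of the trend on CDS length, and total counts and upper-quartile scaling for the preset lists, were chosen after seeing the data. The other settings were fixed earlier. Over counts of genes, medians and correlations, 341 comparisons with an alternative were unchanged, 20 moved, 12 reversed, 4 became stronger and 3 weaker. Of the 341, 126 were counts of genes whose total stayed within 1.5 times, and in 9 of these the larger of the higher and lower sides turned, for KO against WT in monosomes and the high to low polysome ratio. The other 215 kept direction and side of the threshold or moved by less than the spread. For single genes named, 751 comparisons kept direction and side of the threshold or moved by less than the spread, 12 were weaker and 5 reversed.

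Without a fold threshold the counts grew by their construction, to 3621 for the change in translation level, 1464 for low polysome to monosome, 2288 for high to low polysome, 4797, 6716 and 7802 for KO against WT in monosomes, low and high polysomes, and 6944 and 8701 for the translation level in WT and KO cells. Testing all 25635 genes with a count gave 3679 for KO against WT in monosomes and 6958 for the WT translation level. Both counts grew since more genes were tested, and rho between WT and KO translation levels was 0.624. The monosome calls were then 1386 higher and 2293 lower, where the main fit had 1083 and 1237. The counts stayed within 1.5 times of the main ones under edgeR, DESeq2, 3 other scalings, the stricter filter, sample quality weights and fits of only the libraries compared. With DESeq2 size factors, however, the high to low polysome ratio had 342 genes higher and 318 lower, where the TMM fit had 294 and 372. Over the 6 fits that each left out 1 gradient, the change in translation level gave 1630 to 2065 genes, low polysome to monosome 557 to 785, high to low polysome 511 to 809, KO against WT 2077 to 2276, 2942 to 3193 and 3922 to 4202, and the translation level 3449 to 3899 in WT and 5115 to 5439 in KO cells.

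Between genotypes, the replicates share only a number. Libraries of the same fraction and number correlated with a median of 0.125 over genes, but the lowest of 9 pairs was -0.024. The replicate block was therefore of 2 kinds. For ratios between fractions it was the gradient within each genotype, and for KO against WT within a fraction it was the replicate number. With the block, 2000 genes changed in translation level, and no count moved by over 1.5 times. Of the genes named, Dgcr8 in high polysomes fell under the fold threshold with the block, at -0.975, and of the preset lists, mitochondrial transcripts were called by fry with the block (median 0.737, adjusted p = 0.00688). The block changed no other call of a named gene or list. With the trend on CDS length removed, 730 protein-coding genes were called in place of 1864 (388 higher, 342 lower), and with the block and the trend removed 774 in place of 1918. The fewer calls follow from the removed trend.

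Of the preset lists, published ESCC targets (median 0.572) and pluripotency genes (-0.298) were called by fry and not by camera, histones (-1.669) were not called by camera at an estimated correlation, and mitochondrial transcripts (0.708) were called neither by fry nor at an estimated correlation. The list of transcripts assayed singly reversed to -0.105 under total counts and to -0.139 with the trend removed, and left-out gradients gave -0.068 to 0.146, below 0 without WT replicate 2 (-0.027), WT replicate 3 (-0.018) or KO replicate 3 (-0.068). Ribosomal protein genes reversed to -0.212 under total counts, which shift all genes downwards, and left-out gradients gave 0.003 to 0.242. Without WT replicate 1 (0.242) or KO replicate 3 (0.186) camera called them, and without WT replicate 3 the median was 0.003. Apart from the shift of all genes, the cause was not tested. The ESCC site difference in translation level ranged from 0.128 to 0.174 over left-out gradients and was 0.062 with the trend removed.

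Under the stricter filter, rho with the WT translation level was -0.133 for CDS GC content and 0.041 for 5′ UTR GC content, and rho with the change was 0.618 for CDS length, 0.001 for 5′ UTR length (reversed from -0.001) and 0.006 for 5′ UTR GC content. With gradients left out, 5′ UTR GC content and WT translation level gave 0.063 to 0.071. For the change, 5′ UTR length gave -0.009 to 0.006 and CDS GC content -0.01 to 0.002, both around 0. The Spearman correlation between WT and KO translation levels was 0.725 to 0.752. The cause was not tested.

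Ddx6, whose change was near 0 in each fraction, reversed in monosomes to 0.018 under total counts and in low polysomes to 0 with quality weights. Without 1 gradient it ranged from -0.131 to 0.005 in monosomes and from -0.056 to 0.013 in low polysomes. Dgcr8 in high polysomes was under the fold threshold in 7 of the alternatives, at -0.588 without KO replicate 3, and H19 lost its call in 5, among them DESeq2 (2.589, adjusted p = 0.109). The cause was not tested. Depth limits the changes of genes with a group at or under 3 counts, which are only bounded. Such groups occurred for 1205 of the genes tested for translation level, and for 616, 378 and 842 of those tested for KO against WT in monosomes, low and high polysomes.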

Other observations

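The test of matched genes for ESCC sites was chosen only after the result was seen. So were, for 1 library of Dgcr8 KO cells, the tests of WT RNA and of other cells in the culture. The same holds for the comparison by chromosome and the search for transcripts raised in single libraries. Other tests in this part were chosen before their result was seen.

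The rise of ESCC site genes in translation level could reflect their longer 3′ UTRs. Against matched genes the difference was 0.074 (Mann-Whitney p = 2.9e-04 across genes, n = 1890 pairs), and 2 of 20 control sites gave a matched difference as large (-0.049 to 0.102). A positive difference with p under 0.05 was first taken as enough to set transcript features aside. After the control sites were seen, this was changed to require a value above all of them. By that measure, a gain in translation level specific to the site and one from transcript features cannot be told apart for these genes. Without matching, 0 of 20 control sites reached the ESCC difference of 0.143 (highest 0.111). That comparison does not hold transcript features fixed, and 13 of the 20 control sites were themselves higher there at Mann-Whitney p under 0.05. In high polysomes the matched difference of 0.205 was larger than that of all control sites (0 of 20, -0.1 to 0.095), and the same held in monosomes and low polysomes (0 of 20 each). A higher level of site genes in KO cells is thus not what a site of this length gives in general. Loss of ESCC microRNAs is a candidate explanation for that part, as a hypothesis, and the design has no cells in which these microRNAs were restored.

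Genes of chromosome 8 were lower in KO cells, with a median of -0.331 over the mean of the fractions, and 66.3% of them lay below 0 against 52.6% of other genes. None of 10000 lists matched on expression had a median as low (0, lowest -0.182). In each fraction all KO libraries lay below all WT libraries, with a smallest gap of 0.192, so the pattern is not that of a single library. Nor does CDS length account for it, since the high polysome median was -0.316 with the trend removed. A different copy number, such as an extra chromosome 8 in part of the WT cells, is a candidate explanation. If it covered the whole chromosome, each of 10 segments of equal gene number should lie below 0. In the test as written this failed, since 9 did and 1 did not (88137855 to 105264609, median 0.017, 71 genes). An interval for that segment was added afterwards (-0.383 to 0.218 by resampling genes, 95%) and holds the median of the chromosome, so dosage of the whole chromosome and local differences cannot be told apart for these genes. Going from 3 copies to 2 in all cells would give -0.585, and the lowest segment had -0.588. Differences in strain or clone between the lines were not tested.

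The Dgcr8 KO low polysome library of replicate 1 held some transcripts at much higher counts than its replicates. With at least 30 counts and more than 4-fold above both, there were 22 such genes there, 2 in the high polysome library of the same gradient and 0 in the other 16 libraries. Hbb-y had 1382 reads against 26 and 27, Hbb-bh1 424 against 9 and 16, Hba-x 194 against 3 and 3, H19 502 against 13 and 24, Xist 30 against 1 and 1, and Lin28a 48 against 4 and 6. Counts of 4 globin genes summed to 2045 there and to 39 to 225 in the other libraries. WT libraries also held Hbb-y, up to 143 reads. A list of 34 transcripts of embryonic tissue was then written. Of 27 with enough reads, 21 lay above both other replicates, where 33.3% would by chance (exact binomial p = 2.86e-06), and replicates 2 and 3 gave 4 and 2. Without the 2 listed genes that are also among the 22, it was 19 of 25. The median log2 ratio of the 27 to the other replicates was 0.619, and 9 were 4-fold or more above. Genes of 1 library are not independent trials, so the binomial p-value cannot separate tissue RNA from another deviation of the whole library. Of the list, 11 exceeded 10 CPM in the other KO low polysome libraries, so part of it is also made by these cells. RNA of embryonic tissue in this library is a candidate explanation. RNA of the WT libraries is argued against as the main source, since 571 genes lower in KO cells in all fractions had a median log2 ratio of 0.037 to the other replicates. Of these 571, 218 lay above both other replicates, where 33.3% would by chance, so a small part of WT RNA is not excluded. Differentiated cells in the culture would have raised the 22 transcripts in all fractions of the gradient, but their median ratio was 2.83 in low polysomes against -0.143 in monosomes and 0.11 in high polysomes. Where such RNA entered was not tested. The change in translation level does not use this library, except through the shared spread and the filter that set the genes tested.

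The number of genes with an ESCC site here was 1890. That is higher than the value quoted from the study above, and the rules differ, since conservation of sites was not required here.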
